A study of Caenorhabditis elegans with 18 samples.

How the data were processed

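The libraries were made from synchronized young adult Caenorhabditis elegans hermaphrodites that had not yet formed embryos. Per the labels, the strain carries MOG-7, a pre-mRNA splicing factor, fused to a degron and GFP, together with the plant F-box protein TIR1 expressed from the sun-1 promoter in the germline. Auxin lets TIR1 bind the degron, so that the tagged protein is degraded in the germline. Worms were exposed to auxin for 1 h or 2 h, and control worms were exposed to ethanol for 2 h. There were 18 libraries in 3 groups of 6. Each group has 1 library from each of 6 batches, named I, II, V, VII, VIII and X in the labels. The control for the 1 h exposure was the 2 h ethanol treatment. Worms without the degron or without TIR1 that were exposed to auxin are not analysed here, so an effect of auxin itself and an effect of the loss of MOG-7 cannot be separated.

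Per the labels' protocols, total RNA was extracted and stranded libraries were made from poly-A selected RNA with a TruSeq kit. The authors deposited a table of read counts per gene, which per its biotype column covers protein-coding genes, and a table of read counts per intron interval. The values in both tables are whole numbers whose sums differ between libraries, so they were treated as raw counts that had not been normalized. The aligner, the counting program, their versions, the annotation release and the rule for reads that overlap several features are stated neither in the labels nor in the file headers. The gene table is described by the authors as counts on the reverse strand; for the intron table no strand setting is stated. Both tables also give lengths in bases, which were not used as measurements. No column of values was left without a sample (0 such columns).

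The gene table holds 20191 genes, and there are 106818 intervals in the intron table. The genome build is not stated. Of the intervals, 104851 (98.2%) have the same chromosome, start, end and strand as an intron of the WBcel235 annotation (Ensembl release 115), so coordinates are given on WBcel235. The other 1967 match no intron of that annotation and were kept as a separate class. Current gene symbols were found for 19879 of the gene identifiers, and 20105 were found in the annotation. Of the intervals, 5919 belong to several genes.

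Gene counts per library ranged from 18153020 to 30747645, and intron counts from 186471 to 885408. A count of 3, taken as the floor below which a group of libraries gives only a bound, corresponds to 0.0985 to 0.164 CPM (counts scaled to library size, in the unit of the cpm function of edgeR). The half-width of the Wilson 95% interval of the share of intron reads in a library was between 0.00376 and 0.0079 percentage points. Such intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules. The biological coefficient of variation within groups was 0.106 for genes and 0.146 for introns. Counting error adds to this spread and weighs most at low counts. In 5596 of the 15325 introns tested, all ethanol libraries were at or under 3 counts. No pair of libraries of one group agreed within sampling noise: over the 45 pairs the chi-square per degree of freedom was between 4.66 and 31.9.

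Genes were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM factors, after removal of genes with low counts by filterByExpr (minimum count 10), in one model over all 18 libraries with the group as its only factor. This left 13969 genes. Introns were tested in the same way with the library sizes and TMM factors of the gene table, so that a general shift of intron reads was not scaled away; 15325 introns passed the filter. P-values were adjusted by the Benjamini-Hochberg method and calls were made at an adjusted p under 0.05. Adjusted p-values below come from this test unless another is named. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. Per library, the sum of the intron counts per 1000 gene counts was compared by an exact two-sided permutation test of the group means over all 924 divisions of 12 libraries, whose smallest p is 0.00216, and by an exact two-sided sign-flip test over the 6 batches with 64 arrangements, whose smallest p is 0.0312.

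The batch names pair the libraries: they are given in the labels as batches, and the 3 libraries of a batch deviated together from their group means, with correlations across genes of 0.15 to 0.67 within batches. Between libraries of different batches and groups the correlations ranged from -0.52 to 0.39. Across introns the within-batch correlations were 0.01 to 0.24. The labels state no statistical model, so the fit without the batch is the one reported and the fit with the batch as a block is given beside a result where it changes a call or moves a count by more than 1.5 times.

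A set of 8 lists of genes was tested with camera (preset correlation 0.01) and with fry, both in limma 3.58.1, with adjustment over the 24 tests of 8 lists and 3 comparisons. They are a germline list of 71 symbols, a somatic list of 70, a heat shock and unfolded protein list of 22, a spliceosome list of 60, and families taken by symbol: detoxification genes (cytochrome P450, UDP-glucuronosyltransferase and glutathione S-transferase genes), major sperm proteins, histones and collagens. The germline and somatic lists share no gene, and the somatic list and the collagen family share 3 genes. For their introns, the difference between the median log2 changes was tested by the sign-flip test over batches.

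The named items follow one rule. It takes mog-7 and, for the 2 h and the 1 h comparison, the 4 genes with the largest rise and the 4 with the largest fall among those with an adjusted p under 0.05, a mean of at least 1 CPM and the same direction against the ethanol library of the same batch in all 6 batches. For introns a mean of at least 10 counts replaces the CPM limit. The rule selected 1 further gene, which is not reported here and was not replaced. Genes that passed these conditions numbered 4283 at 2 h and 1358 at 1 h, and introns 10127 and 9882.

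The groups, tests, gene lists, naming rule and most of the alternative settings were set before the data were examined. The alternatives set then were the batch block, DESeq2 1.42.0, library sizes without TMM, TMM on the intron counts, introns relative to their host gene (the log host gene count plus 0.5 as an offset, hosts with a mean count of at least 10), no filter on low counts, only the libraries of both groups compared, limma-voom, a test against a fold change of 1.5 (glmTreat), fry, 1 intron per gene, the intron share without the 1% of introns with the most reads or as a median ratio over introns, and each batch left out. The combination of the host gene offset with the block, fry with the block, and introns at the floor set to their bound were added after seeing the data.

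The gene and intron tests were tried on simulated counts with the means, library sizes and dispersions of the real data and 200 changed features. The test relative to the host gene was tried on simulated counts that also held 200 changed features. These are far fewer features than were called in the data. The shares recovered and the shares of false calls given next therefore do not describe the reported calls. The gene test recovered 190 of 200 changed genes (95%) among 13969, with 4% of its calls false, the intron test 170 of 200 (85%) among 15325 with 8.1% of calls false, and the test relative to the host gene 200 of 200 (100%) among 15014 with 5.2% of calls false. Because both auxin groups share the ethanol libraries, unchanged groups were simulated 20 times against the same controls to give the overlap and correlation that the shared controls alone produce. Figures were drawn with matplotlib.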

Results

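To follow how the transcriptome changes after germline depletion of MOG-7, RNA was sequenced from young adult hermaphrodites after 1 h or 2 h on auxin and after 2 h on ethanol, with 6 libraries per group and 1 library of each group in each of 6 batches. Reads counted on protein-coding genes were 23450000 ± 3477000 (SD, n = 6) per library with ethanol, 24760000 ± 4342000 after 1 h of auxin and 22860000 ± 3137000 after 2 h. Depth did not differ between the groups (exact permutation test, two-sided, p = 0.565 for 1 h and p = 0.764 for 2 h against ethanol). Intron intervals held 186471 to 885408 reads per library.

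The targeted gene was measured first. The mog-7 gene (WBGene00009672, listed in the deposited table as F43G9.12) lies on the plus strand of chromosome I, from 8640508 to 8644399 on WBcel235, and has 9 introns. Its mRNA level was 39.5 ± 1.75 CPM (SD, n = 6) with ethanol, 39.6 ± 3.22 CPM after 1 h and 42.6 ± 2.71 CPM after 2 h, from 702 to 1312 counts per library. The log2 fold change at 1 h was 0.001 (SE 0.055, adjusted p = 0.997), with higher values in 2 of 6 batches. At 2 h it was 0.107 (SE 0.055, adjusted p = 0.136), with higher values in 6 of 6 batches. With the batch as a block, the 2 h change of 0.108 passed the threshold (adjusted p = 0.0162), as did the change between 1 h and 2 h of 0.107 (adjusted p = 0.0285; 0.257 without the block). Per library, the CPM of mog-7 was also higher at 2 h than with ethanol by the exact permutation test (p = 0.0455) and by the exact sign-flip test over batches (p = 0.0312). These tests share the TMM scaling, under which the median log2 change of all genes at 2 h was 0.074. With library sizes alone the mog-7 change was 0.079 (adjusted p = 0.275), and with DESeq2 0.091 (adjusted p = 0.255). A rise specific to mog-7 is therefore not shown. Between 1 h and 2 h the sign-flip test gave p = 0.0312 and the exact permutation test p = 0.102. The degron acts on the protein, whose level is not analysed here, so the counts give no direct check of the depletion.

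The next comparison asked whether intron sequence in poly-A RNA changed after depletion of a splicing factor. Intron reads per 1000 gene reads were 10.4 ± 0.263 (SD, n = 6) with ethanol, 28.1 ± 2.04 after 1 h and 34.2 ± 2.44 after 2 h. The ratio of the means was 2.69 at 1 h, with ratios within batches from 2.49 to 2.93, and 3.28 at 2 h, with ratios from 2.99 to 3.48. Both differences reached the smallest p that the exact permutation test can give (0.00216), and that of the sign-flip test over batches (0.0312). From 1 h to 2 h the ratio was 1.22, with ratios within batches from 1.17 to 1.28 (exact permutation p = 0.00216). The value was higher in 6 of 6 batches in each of these comparisons. Without the 1% of introns with the most reads the differences were 12.9, 17.6 and 4.71 per 1000 in place of 17.6, 23.8 and 6.14. In the 1967 intervals that match no annotated intron, reads per 1000 gene reads were 1.04 ± 0.0346 with ethanol, 1.10 ± 0.0305 after 1 h and 1.04 ± 0.0319 after 2 h. There the 1 h value was 1.05 times the ethanol value (exact permutation p = 0.013) and the 2 h value did not differ from it (exact permutation p = 0.9).

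**Figure D1:**
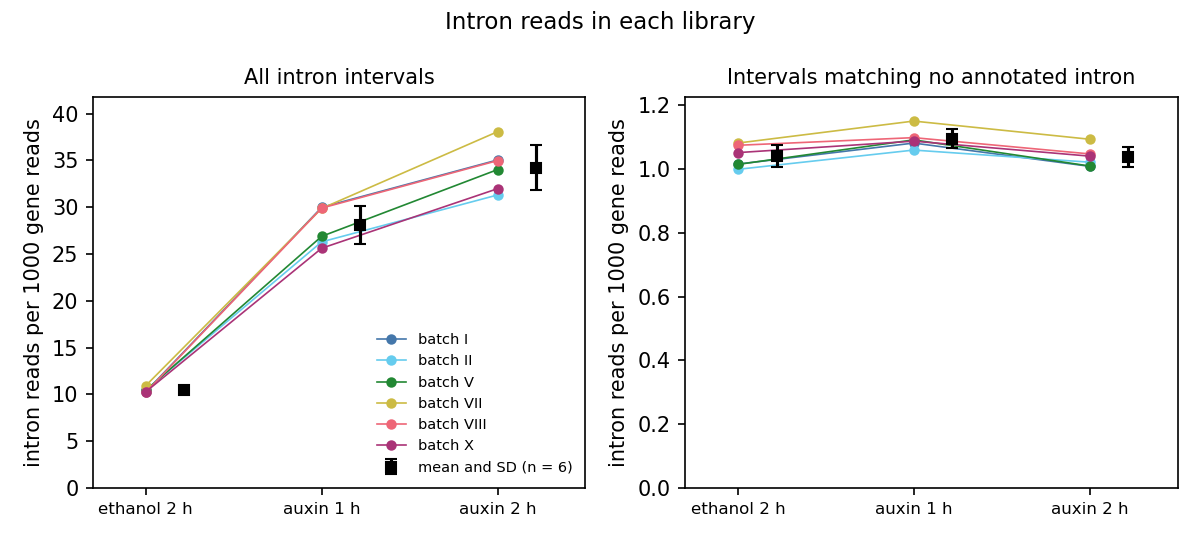
Intron reads per 1000 gene reads in each of the 18 libraries, for all intervals (left) and for the 1967 intervals that match no annotated intron (right); the x axis gives the treatment, lines join the libraries of a batch, and black squares with bars are the mean and SD of 6 libraries. For all intervals each batch rises from ethanol to 1 h and again to 2 h, from a mean of 10.4 to 28.1 and 34.2, while the means of the intervals on the right stay between 1.04 and 1.10.

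Of 15325 introns tested one by one, 12895 (84.1%) changed at 1 h, 12753 of them upward and 142 downward. At 2 h 13255 (86.5%) changed, 13045 upward and 210 downward. The introns that rose at 2 h belonged to 4201 of the 5409 host genes or gene combinations tested. In 5596 introns all ethanol libraries were at or under 3 counts. The filter kept these introns for their counts after auxin, so the shares and medians given here depend on that selection. The fitted fold changes of these introns are not estimates of size. With these at their lower bound, the median intron rose 4.4-fold at 1 h and 5.83-fold at 2 h, against 7.65 and 10.1 in the fitted values. From 1 h to 2 h 4787 introns changed, 4622 upward and 165 downward, with a median fold change of 1.26. Without batch V this count was 3190. The setting that moved the counts at 1 h and 2 h most was the filter on low counts, without which 23803 and 26110 of 82049 introns changed. The directions depended most on the scaling. When TMM factors were computed on the intron counts themselves, 7789 introns rose and 4175 fell at 1 h, 7967 rose and 4313 fell at 2 h, and 1057 rose and 944 fell between the times. That scaling lowered the median log2 change of all introns from 2.94 to 0.89 at 1 h and from 3.33 to 0.94 at 2 h. Relative to the counts of their host genes, 12654 of 15014 introns rose and 93 fell at 1 h, and 12783 rose and 82 fell at 2 h.

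By fitted log2 fold change the same 4 introns ranked first among the rises at both times, an order that the bounds do not support. They were intron 2 of rga-3 (chromosome V, 5718560 to 5718609, 50 bases), intron 2 of npp-9 (chromosome III, 3404059 to 3404103, 45 bases), intron 1 of egg-1 (chromosome III, 5728236 to 5728281, 46 bases) and intron 1 of Y80D4G.1, a transcript of the pseudogene WBGene00206459 (chromosome III, 7601593 to 7601639, 47 bases). Each was at or under the floor in all ethanol libraries. The npp-9 intron reached 4.33 ± 0.966 CPM (SD, n = 6) at 1 h and 7.66 ± 1.22 CPM at 2 h, at least 33.6-fold and at least 59.4-fold higher than ethanol. At 2 h the Y80D4G.1 intron was at least 30.8-fold higher, the rga-3 intron at least 26.4-fold and the egg-1 intron at least 25.1-fold. At 1 h the bounds were 15.1-fold, 19.3-fold and 16-fold in the same order. All 4 rose further from 1 h to 2 h, by 0.45 (rga-3) to 1.01 (Y80D4G.1) on the log2 scale, with adjusted p between 3.29e-06 and 0.0182. For rga-3 and egg-1 that further rise did not pass with TMM on the intron counts (adjusted p = 0.596 and 0.103), and for rga-3 also not without a filter (adjusted p = 0.0565).

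Introns with the largest falls at 2 h were intron 5 of F35G12.5 (chromosome III, 4585632 to 4585678), intron 4 of cmtr-2 (chromosome III, 6615976 to 6616020), intron 1 of Y104H12D.2, which also overlaps rmif-2 (chromosome IV, 1178188 to 1178298), and intron 6 of R11H6.6, a pseudogene transcript (chromosome V, 14591818 to 14592619). Their log2 fold changes were -2.33 (SE 0.32), -2.33 (SE 0.295), -1.78 (SE 0.275) and -1.77 (SE 0.172), with adjusted p between 3.72e-14 and 3.48e-08 and lower values in 6 of 6 batches. The F35G12.5 intron fell from 0.827 ± 0.197 CPM (SD, n = 6) to 0.157 ± 0.0643 CPM, from 13 to 29 counts per ethanol library to 2 to 7 counts. At 1 h the largest falls were those of F35G12.5 (log2 -1.55), intron 3 of mett-10 (chromosome III, 10115934 to 10115983, log2 -1.48), R11H6.6 (log2 -1.43) and intron 3 of Y51F10.4 (chromosome I, 1938918 to 1941130, log2 -1.32), with adjusted p between 1.02e-11 and 5.2e-05.

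Because TIR1 was expressed in the germline, introns of a germline gene list were set against introns of a somatic list. The 334 tested introns of 64 germline genes rose by a median log2 of 4.19 at 1 h and 4.46 at 2 h, or 3.17 and 3.49 with introns at the floor set to their bound, and 323 and 327 of them passed the threshold upward. The 96 tested introns of 36 somatic genes had medians of 0.14 and 0.29, with 9 and 28 upward. The difference between the lists was 4.05 at 1 h and 4.18 at 2 h, at the smallest p of the sign-flip test (exact, 0.0312); per batch, where log2 CPM was used, it ranged from 2.87 to 3.13 and from 3.05 to 3.32. The 164 introns of 50 spliceosome genes had medians of 3.99 and 4.64, or 2.68 and 3.45 at their bound. From 1 h to 2 h the difference was 0.23 (exact sign-flip p = 0.0625) and passed the threshold relative to the host gene (0.45, p = 0.0312, exact) and with 1 intron per gene (0.20, p = 0.0312, exact). Under TMM on the intron counts the somatic introns had medians of -1.96 and -2.15 and the germline introns 2.17 and 2.14. The filter kept fewer of the somatic introns, although the lists have 411 germline and 602 somatic annotated introns. Pooled over all of these without the filter, intron reads per 1000 reads of the host genes were 4.72 ± 0.244 (SD, n = 6) with ethanol for the germline list. They were 49.5 ± 3.47 at 1 h and 67.4 ± 2.54 at 2 h. For the somatic list they were 1.95 ± 0.211, 2.02 ± 0.158 and 2.11 ± 0.186, which did not differ from ethanol by the exact permutation test (p = 0.506 and p = 0.162). Within batches the 2 h value was higher in 6 of 6, by a ratio of 1.007 to 1.215, and passed the exact sign-flip test (p = 0.0312).

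**Figure D2:**
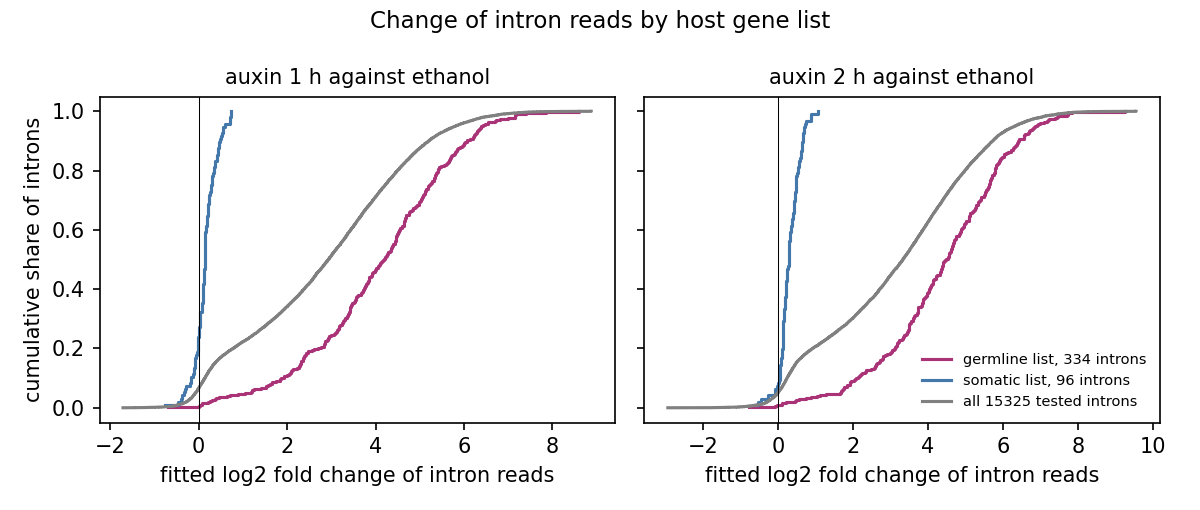
Cumulative share of introns (y axis) by fitted log2 fold change of intron reads against ethanol (x axis) at 1 h (left) and 2 h (right), for 334 introns of the germline list, 96 introns of the somatic list and all 15325 tested introns. The germline curve lies to the right, with medians of 4.19 and 4.46, and the somatic curve near 0, with medians of 0.14 and 0.29; values of introns at or under 3 counts in ethanol are fitted and not bounds, and under TMM on the intron counts the somatic medians were negative.

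Gene counts were compared next. Of 13969 genes, 1474 (10.6%) changed at 1 h, 506 upward and 968 downward, and 4836 (34.6%) changed at 2 h, 2032 upward and 2804 downward. Most changes were small: 72 genes at 1 h and 189 at 2 h passed the threshold with more than a 2-fold change, and in a test against a fold change of 1.5 the numbers were 48 and 161. The setting that moved the counts most in the other direction was the block. With it 4286 genes changed at 1 h (1743 upward, 2543 downward) and 7930 at 2 h (4224 upward, 3706 downward), and each of the 1474 and 4836 genes remained called in the same direction. The count at 1 h fell to 821 without batch I, 963 without batch VII and 822 without batch VIII. At 2 h the share of upward calls depended on the scaling: with library sizes alone 1357 genes rose and 3218 fell.

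Between 1 h and 2 h 963 genes changed, 411 upward and 552 downward, and 4566 with the block (2289 upward, 2277 downward). In the test against a fold change of 1.5, 4 genes passed. The count was 351 without batch I, 526 without batch V, 497 without batch VII and 485 without batch VIII. With library sizes alone 307 genes rose and 829 fell.

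Among the genes called at 1 h, 1264 (85.8%) were called in the same direction at 2 h, 374 upward and 890 downward, and 10 in the opposite direction. Both comparisons use the same ethanol libraries. In 20 simulations of unchanged groups against those libraries no gene was called in either comparison. An overlap of calls could thus not arise there, and the simulations do not show how shared controls act on real calls. At an unadjusted p under 0.05, a median of 136 genes passed in both in the same direction, a count not made for the data. The log2 fold changes correlated across genes with a median r of 0.5, against 0.733 in the data. For introns, 12690 were called in the same direction at both times. The simulations gave at most 1, from at most 5 calls at 1 h and 4 at 2 h. The correlations were 0.985 in the data and 0.5 in the simulations. Genes and introns are not independent replicates. The overlap for genes was 3653 with the block, 689 without batch I, 823 without batch VII and 676 without batch VIII.

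The genes with the largest falls at 2 h were C46E10.8, chk-2, chkr-1 and C16A11.5. The protein kinase gene chk-2 (WBGene00000499, chromosome V, 19908086 to 19916023, minus strand) had 19.5 ± 1.82 CPM (SD, n = 6) with ethanol, 4.19 ± 0.668 at 1 h and 2.18 ± 0.335 at 2 h. Its log2 fold change was -2.21 (SE 0.106, adjusted p = 2.01e-11) at 1 h and -3.15 (SE 0.114, adjusted p = 1.51e-13) at 2 h. The related gene chkr-1 (WBGene00011612, chromosome X, 182691 to 191193, plus strand) changed by -1.91 (adjusted p = 1.46e-08) and -2.76 (adjusted p = 1.17e-10) from a mean of 79 counts per ethanol library; how reads shared by both genes were counted is not stated. C16A11.5 (WBGene00015818, chromosome II, 4223305 to 4226338, plus strand) went from 25.9 ± 1.42 CPM to 6.60 ± 0.648 and 3.98 ± 0.291, a log2 fold change of -1.97 (SE 0.069) and -2.70 (SE 0.074) with adjusted p of 1.72e-13 and 1.06e-15. C46E10.8 (WBGene00016712, chromosome II, 3725839 to 3728096, minus strand) showed the largest fall at 2 h, of -3.46 (SE 0.166, adjusted p = 9.53e-12), from a mean of 68 to a mean of 5.83 counts per library. At 1 h the 4 largest falls were those of chk-2, C16A11.5, C34D4.10 (WBGene00016402, chromosome IV, 7119916 to 7121413, minus strand; -1.92, SE 0.104, adjusted p = 1.72e-10) and chkr-1. All 5 genes were lower in 6 of 6 batches at both times.

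Among the largest rises at 2 h were those of gst-35 (WBGene00001783, chromosome II, 15183807 to 15185389, minus strand), pgp-1 (WBGene00003995, chromosome IV, 12591704 to 12599169, minus strand) and ugt-16 (WBGene00013901, chromosome V, 12825024 to 12827442, plus strand). Their log2 fold changes were 1.83 (SE 0.164), 1.74 (SE 0.169) and 1.49 (SE 0.297), with adjusted p between 6.76e-08 and 0.000736. The level of gst-35 rose from 1.94 ± 0.492 CPM (SD, n = 6) to 4.62 ± 1.24 at 1 h and 6.83 ± 0.358 at 2 h, and that of pgp-1 from 29.4 ± 9.54 to 64.1 ± 8.08 and 98.4 ± 19.4. For ugt-16 the change did not pass against a fold change of 1.5 (adjusted p = 0.116 at 1 h and 0.0598 at 2 h), and for pgp-1 not at 1 h (adjusted p = 0.11).

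The largest rises at 1 h were those of 4 cytochrome P450 genes on chromosome V: cyp-35C1 (WBGene00007362, 13896663 to 13898487, minus strand), cyp-35A5 (WBGene00019473, 3936326 to 3938597, plus strand), cyp-35A3 (WBGene00019565, 4022609 to 4024482, plus strand) and cyp-35A2 (WBGene00015400, 7362319 to 7364182, minus strand). Their log2 fold changes at 1 h were 2.104 (SE 0.279), 2.08 (SE 0.178), 1.88 (SE 0.168) and 1.86 (SE 0.274), with adjusted p between 8.98e-08 and 0.000112. They were lower at 2 h than at 1 h in 6 of 6 batches, by -0.94, -1.22, -1.34 and -1.32 on the log2 scale, with adjusted p between 9.66e-05 and 0.0376. For cyp-35C1 this difference did not pass when only the libraries of both auxin groups were fitted (adjusted p = 0.0623). Against a fold change of 1.5 the difference passed for cyp-35A3 (adjusted p = 0.0474). It did not pass there for cyp-35C1, cyp-35A5 (adjusted p = 0.195) or cyp-35A2. The level of cyp-35A2 was 30.4 ± 10.9 CPM (SD, n = 6) with ethanol, 110 ± 35.5 at 1 h and 44.2 ± 17.4 at 2 h. Its 2 h change of 0.54 against ethanol passed only with the block (adjusted p = 0.134 without it and 9.02e-05 with it). These paralogs are similar in sequence, and how the authors' counting divided shared reads is not stated.

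**Figure D3:**
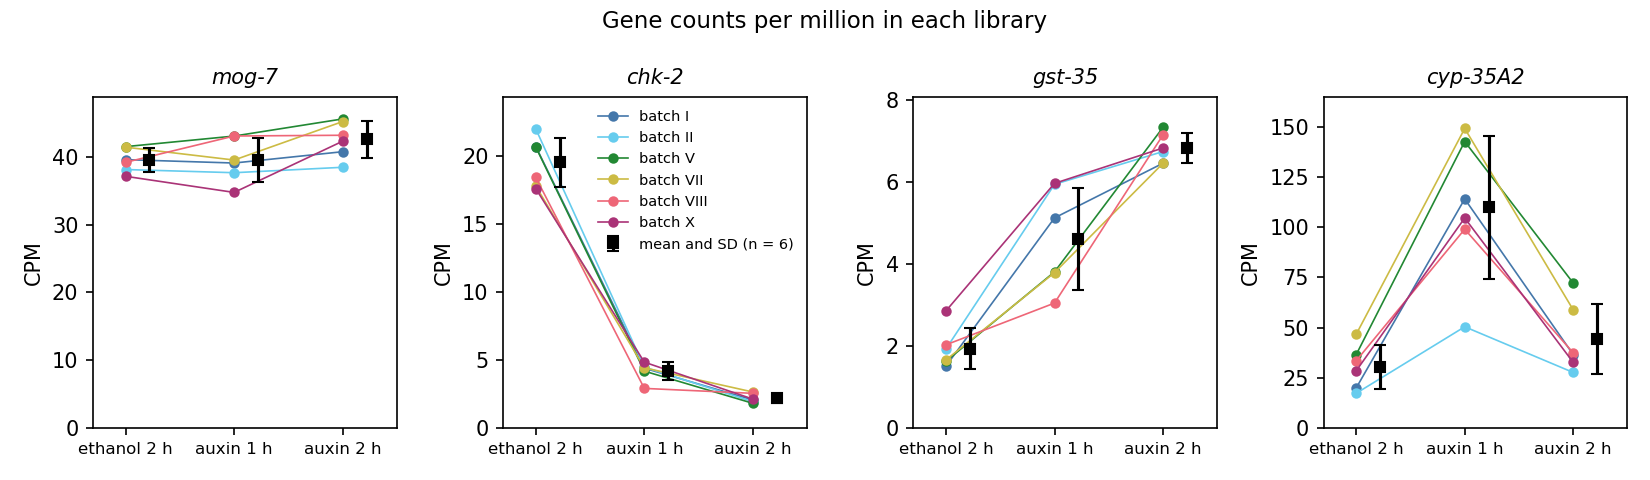
Levels in CPM (y axes from 0) of mog-7, chk-2, gst-35 and cyp-35A2 in each library by treatment (x axis); lines join the libraries of a batch, and black squares with bars are the mean and SD of 6 libraries. The level of mog-7 stays between 39.5 and 42.6 CPM on average, chk-2 falls from 19.5 to 2.18, gst-35 rises to 6.83 at 2 h, and cyp-35A2 is highest at 1 h, at 110.

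The 8 gene lists were compared with all other genes by camera, where changes are relative to a median log2 change of all genes of 0.001 at 1 h and 0.07 at 2 h. Germline genes were lower at both times: the median log2 change was -0.08 at 1 h (adjusted p = 2.4e-05) and -0.19 at 2 h (adjusted p = 2.03e-09), negative in 6 of 6 batches. Somatic genes were higher, by 0.07 (adjusted p = 0.0026) and 0.17 (adjusted p = 4.38e-05), and the detoxification families by 0.17 (adjusted p = 3.71e-14) and 0.31 (adjusted p = 2.37e-09), positive in 6 of 6 batches. At 2 h the major sperm protein family was higher by 0.19 (adjusted p = 0.00604) and the collagen family by 0.21 (adjusted p = 0.0146). Heat shock and unfolded protein, spliceosome and histone genes did not differ as lists from the other genes at either time (adjusted p between 0.533 and 0.889). Of the matched genes in these lists, 15 of 22, 56 of 56 and 23 of 72 passed the filter in this poly-A selected RNA. The histone result thus covers a minority of that family. Single spliceosome genes changed in both directions: of 56, 12 rose and 15 fell at 2 h over all genes tested, and 13 rose and 16 fell adjusted over the list alone. For the lists that camera called, the direction of the median change was the same under DESeq2, library sizes alone and limma-voom. Under fry, the detoxification families passed at 1 h (adjusted p = 7.93e-07) and the germline (0.00581), somatic (0.00638) and detoxification (9.29e-08) lists at 2 h, while the germline and somatic lists at 1 h and the sperm protein and collagen families at 2 h did not. With fry and the block together, a combination chosen after seeing the data, these 4 passed (adjusted p = 1.63e-05, 0.00137, 0.000243 and 0.00603), as did the sperm protein family at 1 h (0.0393) and the spliceosome list at 2 h (0.0253). With the block the sperm protein family also passed at 1 h under camera (adjusted p = 0.00184).

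Of 70 germline genes, 16 fell and 2 rose at 1 h, and 40 fell and 1 rose at 2 h, over all genes tested; adjusted over the list alone, 19 fell at 1 h and 40 at 2 h. Of 147 detoxification genes tested, 38 rose and 2 fell at 1 h and 62 rose and 8 fell at 2 h; adjusted over the list alone, 51 and 71 rose. Of 70 somatic genes, 23 rose and 1 fell at 2 h, with the same numbers adjusted over the list alone. From 1 h to 2 h camera called the germline list lower (-0.10, adjusted p = 9.98e-08) and the somatic list (0.09, adjusted p = 0.000592), the sperm protein family (0.11, adjusted p = 0.0131) and the collagen family (0.22, adjusted p = 0.000527) higher. Under fry 0 of the 8 lists passed there, and 2 had an unadjusted p under 0.05. With fry and the block together 5 passed.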

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

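The test of the summed cyp-35A counts and fry with the block were chosen only after the result was seen. Among 81 groups of 6 libraries, 8 held a library that lay far from the other 5, where chance gives about 4, and the 8 involve 5 of the 6 batches without a batch or group common to all. In the ethanol group these were batch VII for intron reads per 1000 gene reads (10.9, others 10.2 to 10.5), batch V for C34D4.10 (10.1 CPM, the others higher, up to 12.9) and for the intron shared by Y104H12D.2 and rmif-2 (0.703 CPM, others 0.853 to 0.9), and batch II for the somatic list's intron reads per 1000 host gene reads (2.36, others 1.78 to 1.96) and for the npp-9 intron (0.0402 CPM, which is 1 count, others 0). After 1 h of auxin it was batch VIII for chk-2 (2.9 CPM, others 4.17 to 4.83). After 2 h they were batch I for C16A11.5 (4.55 CPM, others 3.78 to 4) and batch V for cyp-35C1 (83.7 CPM, others 24 to 39.8). The direction of each change against ethanol was shared by all 6 batches for these genes. No technical explanation was tested for the single libraries, and the design gives no biological one.

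Differences between 1 h and 2 h of auxin were tested directly. Intron reads per 1000 gene reads were higher at 2 h by 6.14 (exact permutation p = 0.00216), 963 genes and 4787 introns differed, and the real split was the only 1 of 32 that part every batch, and the only 1 of 50 drawn at random, to give as many calls, for genes and for introns alike. The largest number from any other of these splits was 0 for genes. For introns it was 354 among the splits that part every batch and 2860 among those drawn at random. Gene reads per library did not differ between the times (exact permutation p = 0.4), which argues against depth as the cause. Because each batch holds a library of both times, batch is not confounded with time. A 1 h ethanol treatment was not used here, so the length of the depletion cannot be separated from time on the plates, and this biological explanation stays open.

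Of the named genes that rose, gst-35 (log2 0.56) and pgp-1 (0.62) were higher at 2 h than at 1 h, and of those that fell, C46E10.8 (-1.65), chk-2 (-0.94), chkr-1 (-0.85), C16A11.5 (-0.73) and C34D4.10 (-0.61) were lower. The introns of Y80D4G.1 (1.01), rga-3 (0.45), npp-9 (0.82) and egg-1 (0.65) rose further, and that of cmtr-2 fell further (-1.32). These continue the direction of the 1 h change. Reads shared by chk-2 and chkr-1 were not tested, since counts alone do not show them.

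The cyp-35 genes went the other way, with levels lower at 2 h than at 1 h: cyp-35C1 (-0.94), cyp-35A5 (-1.22), cyp-35A3 (-1.34) and cyp-35A2 (-1.32). A different assignment of reads among paralogs would move counts from one gene to another and leave their sum. The sum over 5 cyp-35A genes fell by a mean log2 of -1.31 from 1 h to 2 h (from -1.59 to -0.83 over the batches, exact sign-flip p = 0.0312). This argues only against a shift of counts among these genes, and the named ones had each fallen in 6 of 6 batches. Reads of a falling paralog counted for its relatives would lower each gene and the sum alike. That was not tested, so which of the paralogs fell stays open. A short-lived response to auxin or to the change of plates could give this course, as could a response to the loss of MOG-7; without worms that lack the degron these are not separated.

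Among the gene lists, camera called the germline list (-0.10), the somatic list (0.095), the sperm protein family (0.11) and the collagen family (0.22) different between 1 h and 2 h. Under fry none of these passed (adjusted p = 0.177, 0.149, 0.571 and 0.244), and with fry and the block together each did (1.66e-06, 6.07e-05, 0.00762 and 0.0055). The tests differ in more than the correlation that camera presets, and the cause of the difference between them was not tested, nor was that of the list differences.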

How the results depend on the processing

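The alternatives that combine fry or the host gene offset with the block, and the bound for introns at the floor, were chosen only after the result was seen. Over the 20 results that answer a comparison, 139 of 173 alternatives left the result on its side of the threshold or within 1.5 times its count; 27 moved a count further, 4 brought a result past the threshold and 3 reversed a direction. Over 90 further results for single genes, introns and lists, 482 of 517 alternatives left the call as it was, 27 took it below the threshold and 8 brought it past.

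With the batch as a block, 4286 genes changed at 1 h, 7930 at 2 h and 4566 between the times, the overlap of gene calls was 3653, and mog-7 passed at 2 h (0.11, adjusted p = 0.0162) and between the times (0.11, adjusted p = 0.0285). Among named items and lists, it brought cyp-35A2 at 2 h and the sperm protein family at 1 h past the threshold. Apart from the lists under fry, the block changed no other call among the results given. Removing the variance shared by a batch is what the block does, and each of the 1474, 4836 and 963 genes called without it was called in the same direction with it.

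Against a fold change of 1.5 the counts of genes were 48, 161 and 4, with an overlap of 40, because most changes were smaller than that. Without a filter on low counts, 23803 introns changed at 1 h and 26110 at 2 h, of 82049 tested, and 22104 in both; more introns were tested. With only both groups compared, 8080 introns were called at both times, from 10905 and 12270 tested. With TMM on the intron counts 2001 introns changed between the times, and of the introns called without it 7931 of 12895 at 1 h, 8177 of 13255 at 2 h and 1222 of 4787 between the times were called in the same direction. TMM assumes that most introns do not change, and with it the median of all introns went from 0.33 to -0.01 between the times.

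For mog-7 at 1 h, with a log2 change of 0.001, the sign was negative under DESeq2 (-0.001), library sizes alone (-0.01) and limma-voom (-0.002), none of which passed (adjusted p from 0.931 to 1 over its alternatives). Under fry, 1, 3 and 0 of the 8 lists passed at 1 h, at 2 h and between the times, against 3, 5 and 4 under camera; at an unadjusted p under 0.05 fry gave 2, 3 and 2. With the block fry gave 4, 6 and 5. The cause was not tested. The germline minus somatic difference of introns between the times passed relative to the host gene (0.45) and with 1 intron per gene (0.20), at p = 0.0312 by the exact sign-flip test; the cause was not tested.

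Across the 6 fits that each left out 1 batch, from 821 to 1480 genes changed at 1 h, from 3541 to 4833 at 2 h and from 351 to 1084 between the times, and the overlap ranged from 676 to 1291. The lowest values came without batch I (821, 3541 and 351) and, for the overlap, without batch VIII. For introns the ranges were 12651 to 13770, 13002 to 14163 and 3190 to 4282, with the lowest between the times without batch V, and an overlap of 12461 to 13530. The difference in intron reads per 1000 gene reads ranged from 17.2 to 18.1, from 23.1 to 24.4 and from 5.73 to 6.37, each at the smallest p that 5 libraries against 5 allow (exact permutation, 0.00794). Fewer libraries lower the power of each fit, and why batches I, V and VIII weigh more was not tested.

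Depth limits the introns most: 5596 of 15325 tested introns were at or under 3 counts in all ethanol libraries, and for these only a lower bound of the rise can be given.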

Other observations

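The test on intervals that match no annotated intron and the intron reads per host gene read of the detoxification list were chosen only after the result was seen. For the counts of calls against ethanol, the real split of the libraries was the only 1 of 32 that part every batch, and the only 1 of 50 drawn at random, to give as many calls, for genes and for introns at 1 h and at 2 h. For genes the largest number from another split that parts every batch was 0 at 1 h and 1 at 2 h, and from a random split 0 and 823. For introns the largest from another split that parts every batch was 10232 at 1 h and 7440 at 2 h, and from a random split 4811 and 1; the median over the other splits was 0 in each case.

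The rise of intron reads was set against contaminating DNA. DNA would add reads per base to introns of silent genes as much as to those of active genes. In 11487 introns of genes under 0.05 CPM, CPM per kilobase, scaled to the gene reads, went from 0.0125 ± 0.000894 (SD, n = 6) with ethanol to 0.0177 ± 0.000899 at 2 h, and in 68212 introns of genes of at least 1 CPM from 0.431 ± 0.0144 to 1.51 ± 0.11. The gain in the first was 0.477% of that in the second, which argues against DNA. A fall of gene reads would raise the ratio of every other class of reads to them; in the intervals that match no annotated intron that ratio was 0.997 at 2 h, which argues against it as the whole cause. Of 308 such intervals tested one by one, 113 rose and 31 fell at 2 h, with a median log2 change of 0.24, and 99 rose and 27 fell at 1 h, so part of them rose, with a median far below that of 2.57 for annotated introns at their bound. A loss of splicing in the germline remains a candidate explanation, as a hypothesis, and auxin itself was not tested apart from it.

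Introns on the X chromosome rose less than others at 2 h. With introns at the floor set to their bound, the median log2 change was 0.32 for 527 X-linked introns and 2.61 for 13159 autosomal introns. Intron reads per 1000 host gene reads rose 1.39-fold for the X chromosome and between 3.32-fold and 4.26-fold for the autosomes. Lower expression of X-linked hosts would explain the gap if it vanished among introns matched on host CPM and length. There it was -1.81 (from -1.95 to -1.70 over the batches, exact sign-flip p = 0.0312), against a range of -2.32 to -2.07 without matching, so depth is not the whole cause. Lower transcription of the X chromosome in the germline, where TIR1 is expressed, may account for it; this was not tested.

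Longer introns were asked to gain more than shorter ones. The opposite was measured: 5332 introns of 100 bases or more rose less at 2 h than 8354 shorter ones, by a log2 of -0.92 (from -0.94 to -0.90 over the batches, exact sign-flip p = 0.0312). With introns at the floor set to their bound, the medians over all libraries were 2.12 for the longer and 2.81 for the shorter introns, a smaller gap. Matched on host CPM the difference per batch ranged from -1 to -0.89. Of the shorter introns 44.7% were at the floor in ethanol, and 25.3% of the longer ones. How the overlap of a read with a short interval was counted is not stated, and the cause was not tested.

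Several explanations for the rise of gene counts at 2 h were set against the tables. If reads of retained introns had been counted for the gene, they would make up most of the gain; in the 2032 genes that rose, intron reads gained were 8.69% of gene reads gained, and in 98 of them (4.82%) at least 50%. Reads running on from a gene that ends within 500 bases upstream on the same strand would raise more of the downstream neighbours. Of 2728 such genes 258 (9.5%) rose, against 15.8% of the others (odds ratio 0.557, 95% interval 0.484 to 0.641, Fisher exact p = 2.1e-18), the opposite direction. These genes were not matched to the others on expression or tissue, and the test treats genes as independent. Reads running on are therefore not excluded. For genes inside an intron of another gene on the same strand, 4 of 29 rose (13.8%, against 14.5% of the others, odds ratio 0.94, interval 0.237 to 2.73); these are too few, and this explanation cannot be told apart from none.

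The fall of gene counts at 2 h was compared between genes with and without introns. The median log2 change was 0.06 in 12368 genes with introns and 0.17 in 210 genes without, and the difference was -0.135 as the mean of 6 batches (from -0.17 to -0.08, exact sign-flip p = 0.0312). A loss of mRNA from genes that need splicing may contribute to the fall, and this test was in line with it; genes without introns also differ in function and length, which was not tested.

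The rise of the detoxification families could come from the germline, where MOG-7 was depleted, or from other tissues. Their 37 tested introns in 18 genes changed by a median log2 of 0.84 at 1 h and 0.90 at 2 h. The median host-relative change at 2 h was 0.60 as the mean of 6 batches (from 0.13 to 1.08), against 3.58 to 3.80 for the germline list and 0.00 to 0.17 for the somatic list, and the gap to the germline list was at least 2.5 in each batch (exact sign-flip p = 0.0312). This gap does not decide between them, because the summed level of the list rose only from 2660 to 3200 CPM, and reads gained from either source would be diluted by those present before. Over the whole list, intron reads per 1000 host gene reads rose 1.86-fold at 2 h (exact permutation p = 0.00216). Intron reads gained per 1000 host reads gained were 75.7, against 3.48 for the somatic list. For the germline list this measure was -525, because its summed level fell from 25900 to 23200 CPM, so it gives no reference. The higher value than in the somatic list does not decide the source, since intron reads gained need not come from the transcripts that rose. The germline and other tissues as the source cannot be told apart here, and a response to auxin itself was not tested.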
